A study of Mus musculus with 13 samples.

How the data were processed

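RNA was measured in 13 libraries of mouse melanoma cells that had grown in the lungs of knock-in mice carrying human APOE2 (8 libraries) or human APOE3 (5 libraries). Per the labels' protocols, lungs were taken on day 15 after tail-vein injection and digested with collagenase. Living cells that carried GFP and lacked the leukocyte antigen CD45 were sorted by flow cytometry, total RNA was purified, and libraries were made with the QuantSeq forward kit, which reads the end of polyadenylated transcripts next to the poly(A) tail. The labels name no aligner, counting tool, genome build or annotation, and do not say whether strand was used in counting.

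The authors deposited 1 table of normalised counts, a signal per gene that is never negative, with 22656 genes and 1 column for each library. In every column the nonzero values were whole multiples of 1 step, and 100% of them became whole reads when divided by it. The step of each library equalled the inverse of a size factor, and median-of-ratios factors recomputed from the whole reads equalled the factors of the deposited values. Read totals and read-based tests below use these recovered reads. Gene identifiers were paired with symbols through the GENCODE M21 table, in which 22649 of the 22656 identifiers were found and 7 were not. Because the build behind the counts is not named, no coordinates are given. That annotation (on GRCm38) was used for symbols, for transcript length and GC content, and for listing genes whose exons overlap on either strand. Reads of overlapping genes could have been assigned to either gene, so such genes are named where they occur.

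Recovered reads ranged from 7080308 to 13039989 per library. Reads without molecular identifiers are not independent molecules, so read totals give only the counting part of the error. Among 950 genes with a mean of 80 to 120 normalised counts, the median coefficient of variation within the APOE2 group was 30.3%, against 9.80% from counting alone.

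Groups were taken from the genotype in the labels. Values were transformed as log2(value + 1), so fold changes are on the log2(value + pseudocount 1) scale and understate the change of genes with low values. Genes with a mean of at least 10 normalised counts over the 13 libraries were tested (12403 genes). The comparison of APOE2 with APOE3 used limma 3.58.1 in R 4.3.3 with an intensity trend in the prior variance, two-sided, and Benjamini-Hochberg adjustment, with a threshold of 0.05. The design was written for normalised counts, which the values turned out to be, so limma gave the reported result. A list of 9 apoE receptor genes was also adjusted over the list alone. Gene sets were 11 lists: cytosolic ribosomal proteins, translation factors, cytosolic aminoacyl-tRNA synthetases, mitochondrial ribosomal proteins, respiratory chain complex I, cholesterol synthesis and uptake, interferon response and antigen presentation, cell cycle, melanocyte lineage and pigment, hypoxia and glycolysis, and the unfolded protein and integrated stress response. They were tested with limma's camera at a preset inter-gene correlation of 0.01, beside fry, camera with an estimated correlation, and an exact permutation test of the mean over each set. Another 5 lists held markers of lung epithelium, endothelium, fibroblast and smooth muscle, leukocytes and erythroid cells. Each library's mean log2 value over such a list was compared between genotypes with a two-sided exact permutation test over all 1287 ways of dividing the 13 libraries into groups of 8 and 5, with Benjamini-Hochberg adjustment over the 5 lists. The same exact test was applied to Apoe and to the principal components of the 500 genes with the highest variance.

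Genes are named by a rule: the 6 with the largest positive and the 6 with the largest negative log2 fold change among those past the threshold with a mean of at least 20 normalised counts, Apoe, the receptor list (except 1 gene, which entered the counts and is not reported singly here), and, for each gene set past the threshold, the 3 members with the smallest unadjusted p-value. The lists, the tests, this rule and most alternatives were fixed before the data were examined. Those alternatives were pseudocounts of 0.5 and 5, equal library totals, TMM scaling, recomputed median-of-ratios scaling, no filter on low values, a minimum mean of 50, each library left out in turn, the replicate number as a block, limma without the trend, with robust variance estimation and with array weights, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads, a leukocyte marker covariate, other thresholds, and 2000 genes in the principal components. Further alternatives were chosen after seeing the data: the lung-epithelium marker mean as a covariate, reads thinned to the smallest library, removal of each library's trend on transcript length and GC content with splines of 5 degrees of freedom, and replicates 1 to 5 of each group alone.

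The limma and camera steps were tested on simulated data for 12403 genes, of which 200 were changed. At 4-fold, 86% of the changed genes were recovered, and at 2-fold, 60%. Of 154 genes called, 8 were unchanged (5.19%) and 0 had the wrong direction. Of 10 gene sets simulated without a shift, 0 were called. The simulated genes were drawn independently of each other, so this says nothing about sets whose genes vary together. Genes below the filter were left out of the tests, and all 13 libraries were used. The labels give no sequencing date or batch, so no comparison within batches was possible. In the 500 genes of the principal components, 11 belonged to the marker lists of other lung and blood cells.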

Results

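Gene expression was measured in melanoma cells recovered from lung metastases of mice that differed in the human apolipoprotein E allele they carried. The cells were of the mouse melanoma line B16F10, in a derivative that carries a hairpin RNA against its own Apoe gene. The allele under comparison was that of the host. Reads of Apoe remained in both groups, as given below. There were 8 libraries from APOE2 mice and 5 from APOE3 mice. Recovered reads ranged from 7080308 in APOE3 replicate 5 to 13039989 in APOE2 replicate 1. The mean was 9205500 ± 1743140 reads (SD, n = 8) for APOE2 and 7833560 ± 619037 (SD, n = 5) for APOE3, and the difference gave p = 0.1002 in a two-sided exact permutation test. Between 14026 and 17018 genes had reads in a library. The melanocyte gene Dct had the largest share of reads in 11 libraries, from 1.24% to 3.64%. In APOE3 replicates 2 and 3 the gene Gm42418 was larger, at 3.74% and 3.03%.

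Apoe itself was examined first, since the hairpin was present in both groups and a difference in knockdown would bear on every other comparison. Apoe (ENSMUSG00000002985) had 1730 ± 375 normalised counts (SD, n = 8) in APOE2 hosts and 1845 ± 441 (SD, n = 5) in APOE3 hosts. The range was 1217 to 2101 in APOE2 and 1193 to 2369 in APOE3. The log2 difference of −0.088 was smaller than the spread between replicates, with p = 0.681 in a two-sided exact permutation test over 1287 splits, where the smallest possible value was 0.000777. Without APOE3 replicate 2 the log2 difference was 0.011. Libraries of cells without the hairpin were not used here, so the extent of the knockdown was not measured.

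The next question was whether host genotype formed a main axis of variation among the libraries. The first principal component carried 22.6% of the variance of the 500 most variable genes. Its mean was −11.4 ± 15.1 (SD, n = 8) in APOE2 and 18.3 ± 15.1 (SD, n = 5) in APOE3, and every APOE2 library lay below every APOE3 library. The exact permutation p was 0.000777, the smallest the design allows, and 0.00155 after Benjamini-Hochberg adjustment over 2 components. This axis also ran with markers of other lung cells. APOE2 replicate 3, lowest at −48.0, had the lowest epithelial and fibroblast marker means (3.45 and 2.78). APOE3 replicate 4, highest at 37.9, had the highest (6.80 and 5.92). The epithelial mean did not order all libraries, since APOE2 replicate 1, at −1.33, had 6.26. The component therefore cannot be read as a difference of the tumour cells alone. Across the alternatives tried, apart from leaving out single libraries, the difference ranged from −48.3 to −19.2. The second component, with 13.5% of the variance, did not separate the genotypes (difference 8.06, exact permutation p = 0.410), and its sign changed without APOE2 replicate 3, to −4.07, and with genes of a mean of at least 50, to −0.817.

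**Figure D1:**
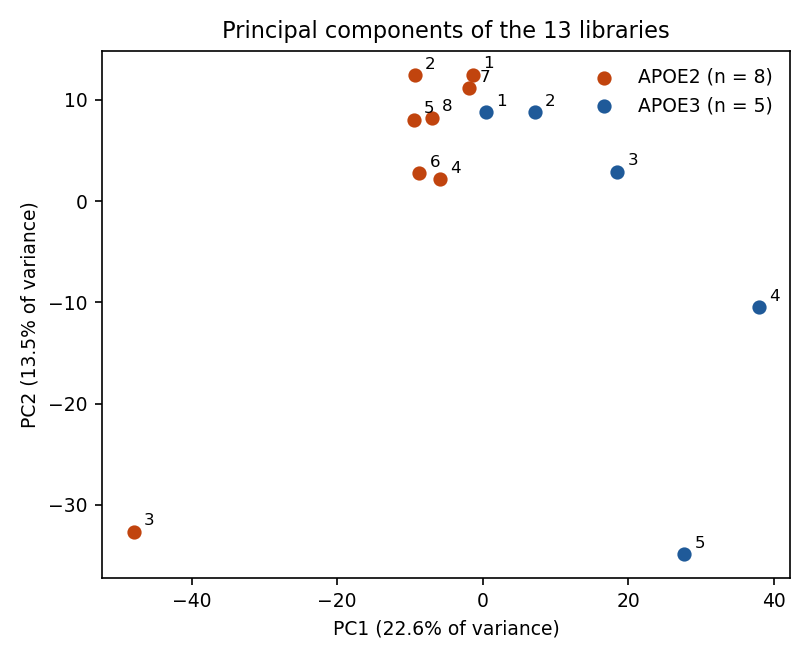
Principal components of log2(normalised count + 1) over the 500 most variable genes. Each point is 1 library, labelled with its replicate number, with the first component (22.6% of variance) on the horizontal axis and the second (13.5%) on the vertical axis. APOE2 libraries run from −48.0 to −1.33 and APOE3 libraries from 0.425 to 37.9 on the first component.

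The central comparison asked which genes of the metastatic cells differed with host genotype. Of 12403 genes tested with limma, 98 had a Benjamini-Hochberg adjusted p-value under 0.05, and 1763 had an unadjusted p-value under 0.05. In APOE2 hosts 51 of the 98 were higher and 47 were lower. With all libraries scaled to equal totals, the split was 38 higher and 54 lower. The smallest adjusted p-value was 0.00611. Log2 fold changes of the higher genes ran from 0.46 to 1.33 with a median of 0.71, and those of the lower genes from −3.40 to −0.45 with a median of −1.75. A change of more than 1 on the log2 scale was found for 3 of the higher and 30 of the lower genes. The alternatives that moved the counts most were limma without the variance trend, which called 0 genes in either direction (1599 at an unadjusted p-value under 0.05), and DESeq2 on the recovered reads, which called 153 higher and 158 lower. The edgeR quasi-likelihood test on recovered reads called 61 higher and 77 lower, of which 96 were shared with the 98. Without APOE3 replicate 3 the count fell to 9, and without APOE3 replicate 1 it rose to 228.

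The largest increase in APOE2 hosts was in Gsta1 (ENSMUSG00000074183), with 186 ± 27.7 normalised counts (SD, n = 8) against 78.5 ± 34.2 (SD, n = 5). Its log2 fold change was 1.33 ± 0.25 (SE), with a limma adjusted p of 0.0152. Gstp1 (ENSMUSG00000060803) had 1187 ± 288 against 595 ± 157 normalised counts (SD), a log2 fold change of 1.00 ± 0.16 (SE) and an adjusted p of 0.00611. For both genes every APOE2 library lay above every APOE3 library. Gstp1 stayed past the threshold whichever library was left out, with adjusted p-values from 0.000802 to 0.0442, whereas Gsta1 had 0.0582 without APOE3 replicate 3. The other 4 genes with the largest increases were Cir1 (ENSMUSG00000041777, log2 fold change 1.03), Usmg5 (ENSMUSG00000071528, 1.01), Ppp1r14b (ENSMUSG00000056612, 0.98) and Nusap1 (ENSMUSG00000027306, 0.97). Their limma adjusted p-values ran from 0.0216 to 0.0367. In each, all 8 APOE2 libraries exceeded the APOE3 mean of log2 values, although the groups overlapped. These 4 genes overlap exons of genes on the opposite strand (Scrn3 and Sp9, Taf5, Plcb3, and Oip5), and whether strand was used in counting is not stated, so their counts are uncertain to that extent. Each of the 4 lost its call in at least 4 of the 13 fits that left out 1 library.

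The largest decrease was in Myl7 (ENSMUSG00000020469), with 13.8 ± 15.2 normalised counts (SD, n = 8) in APOE2 and 80.4 ± 30.7 (SD, n = 5) in APOE3. Its log2 fold change was −3.40 ± 0.82 (SE), with a limma adjusted p of 0.0459, and it lost its call in 11 of the 13 fits that left out 1 library. Acta2 (ENSMUSG00000035783) had 12.2 ± 9.96 against 89.3 ± 45.8 normalised counts (SD), a log2 fold change of −3.09 ± 0.62 (SE) and an adjusted p of 0.0216. The surfactant gene Sftpb (ENSMUSG00000056370) had 101 ± 68.4 against 650.0 ± 369.7 normalised counts (SD), a log2 fold change of −2.74 ± 0.45 (SE) and an adjusted p of 0.00611. Sftpb kept its call whichever library was left out, with adjusted p-values from 0.000802 to 0.0452. The remaining 3 were Slco2a1 (ENSMUSG00000032548, log2 fold change −2.72), Muc1 (ENSMUSG00000042784, −2.63) and Cbr2 (ENSMUSG00000025150, −2.53). Their limma adjusted p-values ran from 0.0159 to 0.0367. Slco2a1 overlaps n-R5s89 on the opposite strand. Without 1 library in turn, Muc1 lost its call in 10 of 13 fits, Acta2 in 4, Cbr2 in 3 and Slco2a1 in 1. In each of the 6 genes all 8 APOE2 libraries lay below the APOE3 mean. With the lung-epithelium marker mean as a covariate, a fit chosen after seeing the data, the log2 fold change of Cbr2, which is not in that list, was −0.83. Other genes outside that list shrank less. Across all settings other than leaving out a library, that fit included, the weakest log2 fold change was −1.42 for Muc1. It was −2.38 for Slco2a1, −2.54 for Acta2 and −2.31 for Myl7.

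**Figure D2:**
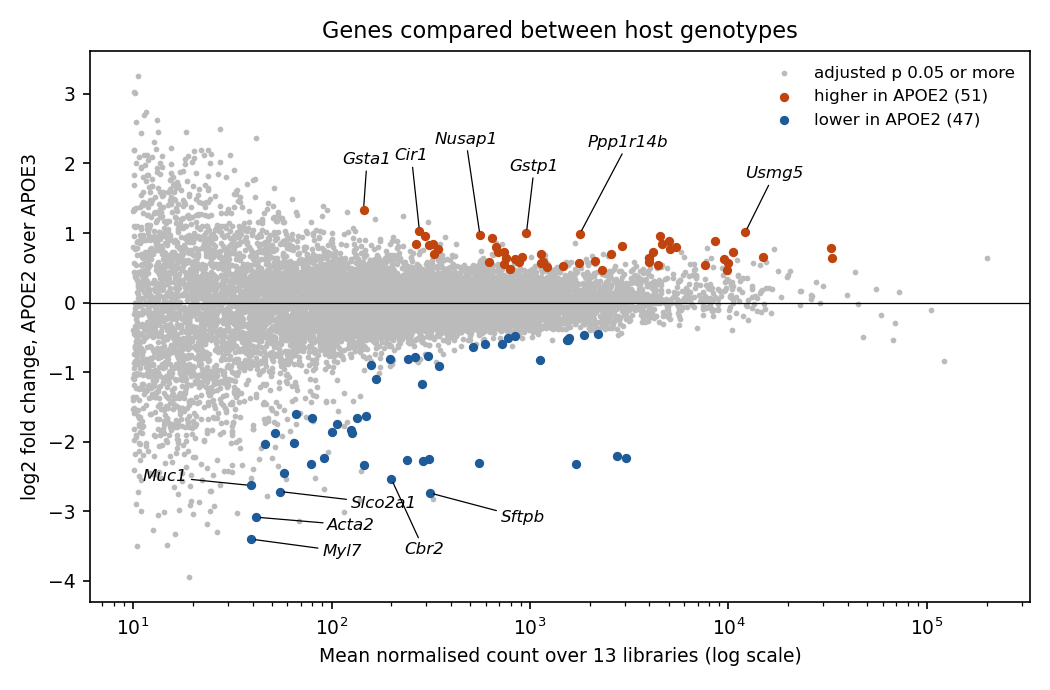
Log2 fold change of APOE2 over APOE3 against the mean normalised count over 13 libraries (log scale) for the 12403 tested genes. Coloured points are the 51 higher and 47 lower genes with a limma adjusted p under 0.05, and the 6 largest changes in each direction are named.

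The tumour cells were sorted from digested lung, so markers of other lung and blood cells were compared to see how far RNA of such cells differed between the groups. Of 5 marker lists, 3 were past the threshold, and all 3 were lower in APOE2 hosts. The endothelial list (14 genes) had a mean log2 value of 4.84 ± 0.45 (SD, n = 8) in APOE2 and 6.26 ± 0.71 (SD, n = 5) in APOE3, a difference of −1.42 (exact permutation p = 0.00311, adjusted 0.0117). The fibroblast and smooth muscle list (13 genes) differed by −1.20 (exact permutation p = 0.00466, adjusted 0.0117). The lung-epithelium list (15 genes) differed by −1.32 (exact permutation p = 0.0249, adjusted 0.0414). It failed the adjusted threshold in 8 of the 13 comparisons that left out 1 library, where adjusted p-values reached 0.0842 without APOE3 replicate 3 or replicate 4. The fibroblast list failed it without APOE3 replicate 4 (difference −0.89, exact permutation, adjusted p = 0.0505). The leukocyte list (21 genes in the table) differed by −0.70 and did not pass (exact permutation p = 0.0427, adjusted 0.0534). It passed with a pseudocount of 5 (adjusted 0.0253), with equal totals (0.0427), without APOE2 replicate 1 (0.0110) and without APOE2 replicate 7 (0.0442). The erythroid list (6 genes in the table) differed by 0.24 (exact permutation p = 0.600), and by −0.071 without APOE3 replicate 1.

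As a share of normalised counts, the lung-epithelium genes summed to 308 ± 162 of 1000000 counts (SD, n = 8) in APOE2 and 1402 ± 809 (SD, n = 5) in APOE3. The endothelial genes summed to 121 ± 16.9 and 211 ± 56.3, the fibroblast and smooth muscle genes to 37.3 ± 12.8 and 112 ± 88.5, the leukocyte genes to 184 ± 90.3 and 707 ± 472, and the erythroid genes to 142 ± 29.6 and 118 ± 43.2 (SD). Most of the leukocyte sum came from Lyz2, with 1162 ± 694 normalised counts (SD) in APOE2 and 5288 ± 3944 in APOE3. Within genotypes the correlation of Lyz2 with the lung-epithelium marker mean was 0.84, beside 0.83 for Sftpd of the epithelial list. For Cd74, a leukocyte gene that was also lower in APOE2, it was −0.34. The leukocyte sum therefore cannot be read as leukocyte RNA alone. Other leukocyte genes such as S100a8 (122 ± 61.9 and 118 ± 54.2) and Fcer1g (43.7 ± 10.8 and 49.8 ± 14.1) differed by less than the spread between libraries. The most abundant epithelial marker, Sftpc, had 1212 ± 617 normalised counts (SD) in APOE2 and 5949 ± 3502 in APOE3, a log2 fold change of −2.23 with a limma adjusted p of 0.00611. Of the 47 marker genes past the filter, 10 were among the 47 genes lower in APOE2 and 0 were among the 51 higher genes. The 10 were Sftpb, Sftpc, Sftpd, Sftpa1, Slc34a2 and Napsa from the epithelial list, Calcrl from the endothelial list, Lyz2 and Cd74 from the leukocyte list, and Acta2 from the fibroblast and smooth muscle list.

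**Figure D3:**
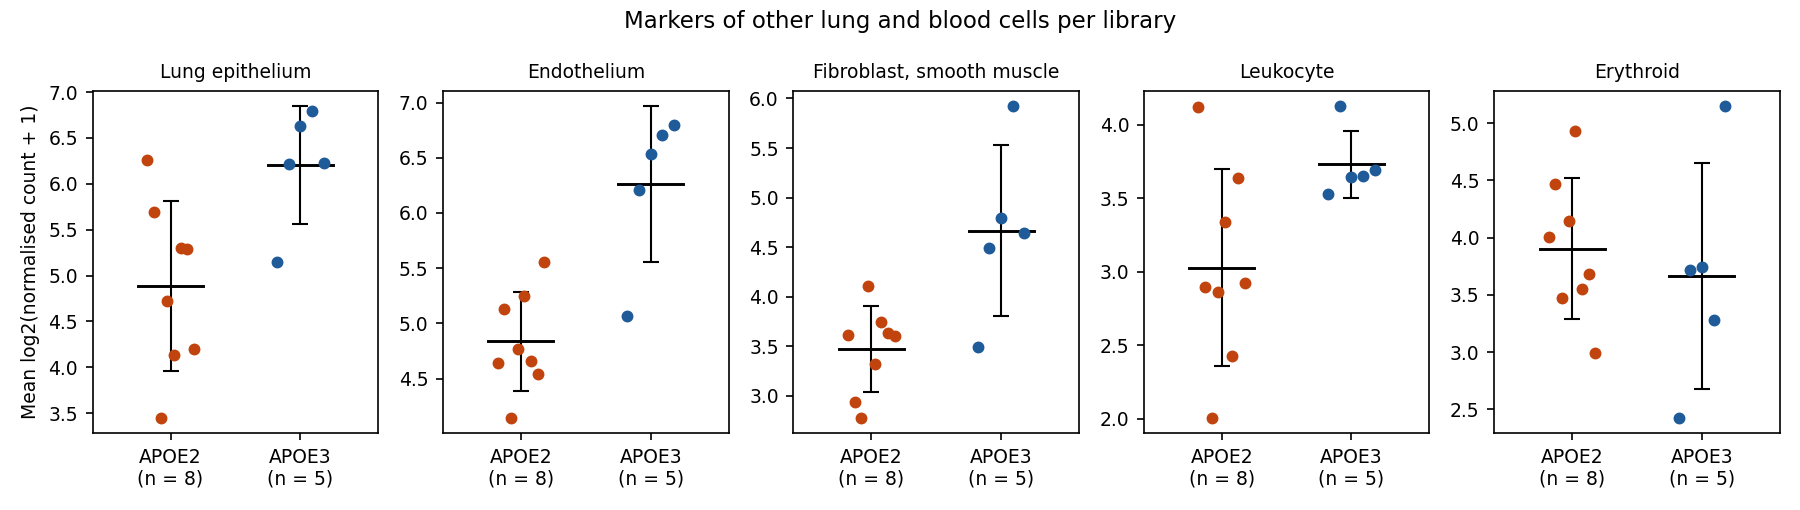
Mean log2(normalised count + 1) over the genes of 5 marker lists in each library, by host genotype (APOE2 n = 8, APOE3 n = 5). Points are libraries, horizontal lines are means and bars are SDs, and the vertical axes do not start at 0. The endothelial mean was 4.84 in APOE2 and 6.26 in APOE3.

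Receptors that bind apolipoprotein E were examined as a possible point of action of the host protein on the tumour cells. Of 9 listed receptors 8 were past the filter, and Vldlr, with 6.57 ± 5.44 (SD, n = 8) and 7.95 ± 9.74 (SD, n = 5) normalised counts, was below it. In limma 0 of the 8 had an adjusted p-value under 0.05 over all genes, and 0 had one adjusted over the list alone. At an unadjusted p-value under 0.05 there were 2. Among them was Sorl1 (log2 fold change −1.81, unadjusted p = 0.0242, adjusted over the list alone 0.0968), which overlaps Gm16214 on the opposite strand. The log2 fold change of Lrp1 was 1.38 (limma adjusted p = 0.404), but it rested on 1 library: APOE3 replicate 5 had 0 Lrp1 reads, and without that library the log2 fold change was 0.079. The log2 fold changes were −0.25 for Lrp8, −1.08 for Lrp2, 0.82 for Lrp4, −0.36 for Lrp5 and −0.10 for Lrp6, with limma adjusted p-values from 0.599 to 0.840. Lrp6 changed sign without APOE3 replicate 5 (0.044).

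The last comparison asked whether programmes of the tumour cells, among them protein synthesis, energy metabolism and cholesterol metabolism, shifted with host genotype. By camera with the preset correlation, 5 of 11 gene sets had an adjusted p-value under 0.05. Cytosolic ribosomal protein genes were higher in APOE2, with a median log2 fold change of 0.27, 65 of 78 genes higher and an adjusted p of 1.93e-11. Complex I genes were higher, with a median of 0.17, 28 of 37 genes higher and an adjusted p of 2.06e-05. Mitochondrial ribosomal protein genes were higher, with a median of 0.12, 49 of 76 genes higher and an adjusted p of 0.0250. Cell cycle genes were higher, with a median of 0.065, 33 of 41 genes higher and an adjusted p of 0.0139. Cholesterol synthesis and uptake genes were lower, with a median of −0.30, 22 of 24 genes lower and an adjusted p of 2.51e-05. These calls depended on the assumed correlation between genes. Under fry, complex I alone stayed past the threshold (adjusted p = 0.0317), with 0.0597 for cytosolic ribosomal proteins, mitochondrial ribosomal proteins and cholesterol and 0.305 for the cell cycle. Under camera with an estimated correlation 0 sets passed, and 1 set, complex I, had an unadjusted p-value under 0.05 (0.0378).

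The mean over each set gave a comparison that uses libraries as the only replicates. The mean log2 value of the complex I genes was 11.21 ± 0.11 (SD, n = 8) in APOE2 and 10.99 ± 0.043 (SD, n = 5) in APOE3, a difference of 0.22 (exact permutation p = 0.00233, adjusted over 11 sets 0.0256). For cytosolic ribosomal proteins the difference was 0.27 (exact permutation p = 0.0124, adjusted 0.0456). For cholesterol synthesis and uptake it was −0.30 (exact permutation p = 0.0389, adjusted 0.0855), for mitochondrial ribosomal proteins 0.12 (exact permutation p = 0.0249, adjusted 0.0684) and for the cell cycle 0.14 (exact permutation p = 0.134, adjusted 0.211). The cytosolic aminoacyl-tRNA synthetases, not past the threshold with camera (median log2 fold change −0.16, adjusted p = 0.0660), had a set mean lower by −0.11 (exact permutation p = 0.00777, adjusted 0.0427). The other 5 sets passed neither test. Their median log2 fold changes and camera adjusted p-values were 0.053 and 0.449 for translation factors, 0.070 and 0.288 for the interferon response and antigen presentation, 0.083 and 0.221 for the melanocyte lineage, −0.16 and 0.371 for hypoxia and glycolysis, and −0.067 and 0.647 for the unfolded protein and integrated stress response.

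Among cytosolic ribosomal proteins, 6 members were among the 51 higher genes. The 3 with the smallest p-values were Rpl35 (ENSMUSG00000062997, log2 fold change 0.96, limma adjusted p = 0.0191), Rpl6 (ENSMUSG00000029614, 0.65, adjusted p = 0.0283) and Rps23 (ENSMUSG00000049517, 0.84, adjusted p = 0.0301). Ribosomal protein genes have many processed pseudogenes, and the counting rule for reads shared with them is not stated, so single members are uncertain. For complex I they were Ndufb11 (ENSMUSG00000031059, 0.47, adjusted p = 0.0301), Ndufa6 (ENSMUSG00000022450, 0.54, adjusted p = 0.0327) and Ndufa1 (ENSMUSG00000016427, 0.89, adjusted p = 0.0363). Without 1 library in turn, Rps23 lost its call in 7 of 13 fits, Rpl6 in 5, Rpl35 in 4, Ndufa1 in 10, Ndufa6 in 8 and Ndufb11 in 6. For the cell cycle, Nusap1 was followed by Cdk1 (ENSMUSG00000019942, 0.49, adjusted p = 0.147) and Pcna (ENSMUSG00000027342), which went the other way at −0.35 (adjusted p = 0.215). The members of the 2 remaining sets failed the correction by limma. They were Mrpl44 (ENSMUSG00000026248, log2 fold change 0.48), Mrps21 (ENSMUSG00000054312, 0.85) and Mrps24 (ENSMUSG00000020477, 0.35) for mitochondrial ribosomal proteins, with adjusted p-values from 0.0925 to 0.125, and Sqle (ENSMUSG00000022351, −0.41), Acat2 (ENSMUSG00000023832, −0.39) and Tm7sf2 (ENSMUSG00000024799, −0.87) for cholesterol, with adjusted p-values from 0.161 to 0.209. Rpl35, Mrpl44 and Ndufb11 overlap genes on the opposite strand (Arpc5l and Wdr38, Wdfy1, and Rbm10), and Rpl6, Mrps24 and Tm7sf2 overlap genes on the same strand (Gm26205, Urgcp and Vps51).

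**Figure D4:**
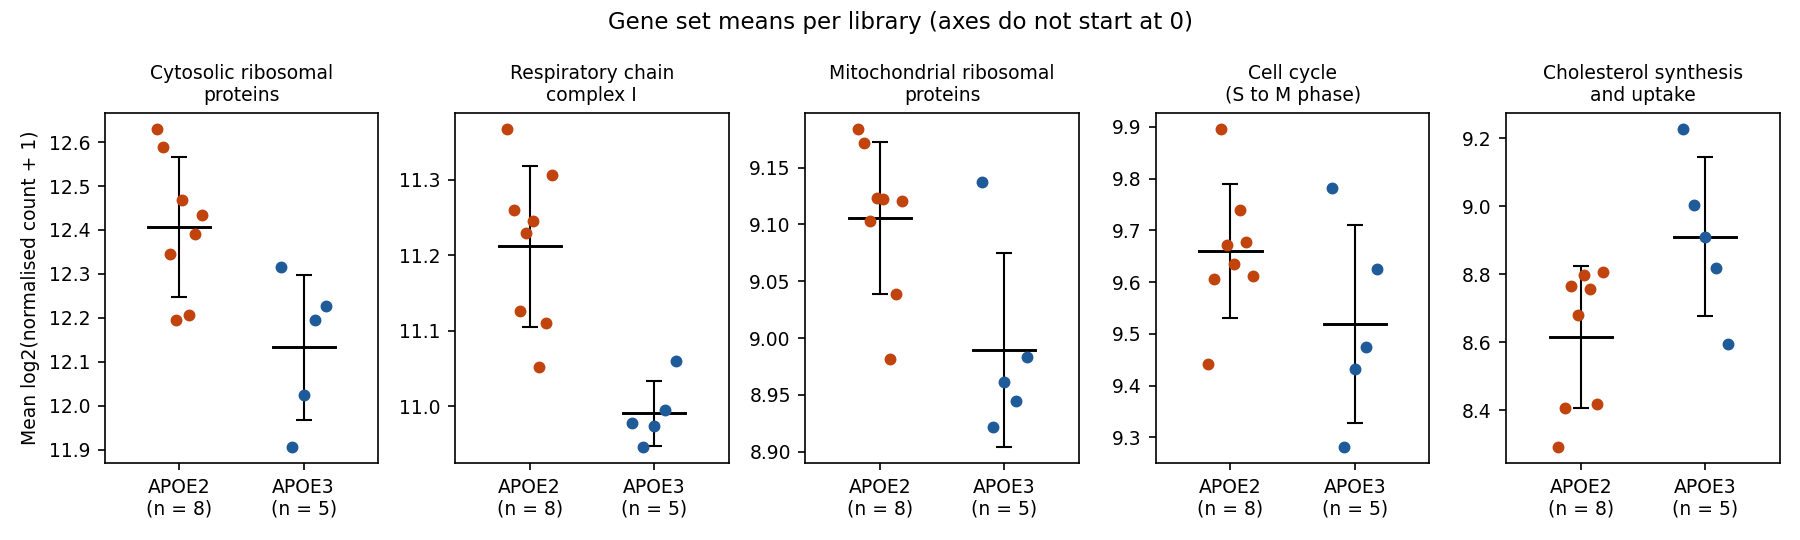
Mean log2(normalised count + 1) over the genes of the 5 sets past the camera threshold, in each library, by host genotype (APOE2 n = 8, APOE3 n = 5). Points are libraries, horizontal lines are means and bars are SDs, and the vertical axes do not start at 0. The complex I mean was 11.21 in APOE2 and 10.99 in APOE3.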

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

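Each group of 4 to 10 libraries was screened for a library whose gap to its nearest neighbour was an unusually large share of the group's range (Dixon's criterion). In 108 such screens 12 values stood apart, where chance alone gives about 5.4, and they fell on 6 libraries. The tests on marker lists in APOE2 replicate 3, on Lrp1, and on Muc1 and Cbr2 were chosen only after the result was seen. The length and GC content correction used for several of these tests was itself added after seeing the data. Each of these patterns concerns a single library, for which the design names no biological difference from the rest of its group, so no biological explanation was tested.

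APOE2 replicate 1 had 13039989 recovered reads, against 9783625 in the next of its group. Depth of this kind did not drive the number of genes that differed between genotypes. With every library thinned to the size of the smallest, 105 genes were past the threshold, of which 96 were among the original 98. The same library was the lowest of its group for the hypoxia and glycolysis genes, with a set mean of 8.77 against 9.56 in the next library. Removal of each library's trend on transcript length and GC content left it apart, with a gap of 0.752 of the range where 0.526 is critical, which argues against that trend as the source. A difference in the oxygen supply of the tumour remains open and was not tested.

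APOE2 replicate 3 lay far from its group on both principal components, at −48.0 on the first (next library −9.47) and −32.6 on the second (next library 2.19). With genes of a mean of at least 50 alone, its gap on the first component was still 0.689 of the range, above the critical 0.526, so genes with few counts do not account for it. On the second component the gap fell to 0.238, so that position may come from genes with few counts. This library was the lowest of the 8 in 4 of the 5 marker lists, those of epithelium, endothelium, fibroblasts and leukocytes, which is consistent with its holding less RNA of such cells. In the erythroid list APOE2 replicate 8 was lower (2.99 against 3.47). It also had the fewest genes with reads, 14026. That might likewise follow from fewer starting molecules, since 13 genes with a mean of 50 to 200 and reads in the other 12 libraries had none here, more than in any other library. These accounts cannot be told apart for this library, because fewer molecules and fewer foreign cells both remove rare transcripts. Without it, 71 genes were past the threshold, of which 66 were among the 98.

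Lrp1 had 0 reads in APOE3 replicate 5 and 47.1 to 123 normalised counts in the other 12 libraries (the next lowest of its group had 65.3). Loss of single transcripts from a library of few molecules is a candidate explanation. In this library 2 other genes with a mean of 50 to 200 normalised counts had reads in the other 12 libraries and none here, among 3339 genes at that level. Under a stricter condition, at least 30 normalised counts in each of the other 12 libraries, Lrp1 was the only gene lost from this library, and 2 genes were lost from APOE2 replicate 3. Whether Lrp1 was lost by sampling or was silent in this tumour cannot be told apart, because a single gene in 1 library gives no test of its own.

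APOE3 replicate 2 stood apart in 3 measures. Its leukocyte marker mean was 4.13, against 3.69 in the next library. It was the highest of the 5 APOE3 libraries in 6 of the 20 leukocyte genes with reads, where chance gives 20% of them. Most genes of the list had few reads, so more leukocyte RNA and chance cannot be told apart here. Usmg5 was low in this library, at 3054 normalised counts against 7826 in the next (11.58 on the log2 scale), and so was Mrpl44, at 595 against 918 (9.22 on the log2 scale). After removal of the length and GC content trend the gaps were 0.713 of the range for Usmg5 and 0.691 for Mrpl44. Both lie so close to the critical 0.710 that a part played by that trend could not be settled from 1 library, and it cannot be told apart from a change of these genes alone.

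Ppp1r14b was low in APOE2 replicate 6, at 1217 normalised counts against 1998 in the next library (10.25 on the log2 scale). With the length and GC content trend removed the gap was 0.495 of the range, just under the critical 0.526, which leaves the part of that trend open: the gap lies too close to the critical value for 1 library to decide it. The mitochondrial ribosomal protein genes were high in APOE3 replicate 1, with a set mean of 9.14 against 8.98. There the gap fell to 0.428 of the range, under the critical 0.710, so the trend on length and GC content may account for that library's position.

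Muc1 and Cbr2 were low in APOE3 replicate 1, at 24.2 normalised counts for Muc1 (4.66 on the log2 scale, next library 76.8) and 88.5 for Cbr2 (6.48, next library 401). Less RNA of lung epithelium in that library is a candidate explanation, and it was tested in the APOE2 group, in which this library plays no part. Over the 8 APOE2 libraries Cbr2 rose with the lung-epithelium marker mean, with a Pearson r of 0.908 (exact permutation p = 0.00379, adjusted over 2 relations 0.00759) and a Spearman rho of 0.786 (exact permutation p = 0.0279, adjusted 0.0559). Without the 2 libraries farthest from the median, r was 0.891. For Muc1, r was 0.601 (exact permutation p = 0.113) and rho 0.690 (exact permutation p = 0.0694), with r of 0.557 without those 2 libraries. The relation found for Cbr2 is consistent with epithelial RNA as its source, and for Muc1 the 8 libraries were too few to decide.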

How the results depend on the processing

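In all, 58 results were recomputed under 37 alternatives as far as each applied, which gave 1630 values. Of these 1345 were kept, 251 became weaker, 25 became stronger and 9 changed direction. For values with a p-value, kept means the same direction and side of the threshold, and weaker or stronger means that the threshold was lost or gained. Counts of genes, sets and lists were compared by size instead, with a small relative change taken as kept. Values without a p-value, from the replicate block, were kept if they moved by less than the spread between libraries. The covariate for lung epithelium, the thinned reads, the removed length and GC content trend and the fit of replicates 1 to 5 without a block were chosen after seeing the data. Unless a sentence below gives a reason, the cause was not tested. Scaling by recomputed median-of-ratios factors moved nothing, because it equals the deposited scaling, and therefore says nothing about stability.

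The number of differing genes was the least stable result. From 51 higher and 47 lower genes it went to 49 and 43 with a pseudocount of 0.5, to 65 and 73 with a pseudocount of 5, to 38 and 54 with equal totals, to 68 and 46 with TMM, and to 63 and 48 with a minimum mean of 50. Without a filter on low values there were 5 and 4, with 22656 genes tested. Limma without the trend gave 0 and 0 (1599 genes at an unadjusted p-value under 0.05, smallest adjusted p 0.0874), the robust fit 47 and 36, and array weights 61 and 39. On recovered reads edgeR gave 61 and 77, and DESeq2 153 and 158. An adjusted p under 0.1 gave 119 and 85, and a log2 change of at least 1 left 3 and 30 by its construction. The leukocyte covariate left 13 and 3, the lung-epithelium covariate 1 and 1 (982 at an unadjusted p-value under 0.05), thinned reads 55 and 50, and the removed length and GC content trend 36 and 35. The epithelial covariate differs strongly between the groups, so it removes part of any genotype difference as well.

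The replicate number as a block left 20 higher and 29 lower genes. The same 10 libraries without the block gave 18 and 21, so the loss came with the smaller number of libraries. The numbers did not pair the samples: correlations between same-numbered libraries' deviations from their group means ran from −0.063 to 0.014, and 0 of 5 were over 0.1. With the block 4 gene sets were past the camera threshold.

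Across the 13 fits that each left out 1 library, the count of higher genes ran from 5 to 131 and that of lower genes from 4 to 97. There were 9 genes in all without APOE3 replicate 3, 14 without APOE2 replicate 5, 15 without APOE2 replicate 2, 30 without APOE3 replicate 4, 49 without APOE2 replicate 1, 50 without APOE2 replicate 7, 57 without APOE2 replicate 8 and 228 without APOE3 replicate 1, of which 96 were shared with the 98. The Apoe difference ran from −0.24 to 0.011, changing sign only without APOE3 replicate 2. The lung-epithelium difference ran from −1.59 to −1.12, and its adjusted p from 0.0110 to 0.0842. It stayed past 0.05 in 5 fits and failed without APOE2 replicates 3, 4, 5 or 8 or APOE3 replicates 2, 3, 4 or 5. The number of marker lists past the threshold ran from 1, without APOE3 replicate 4, to 4, without APOE2 replicate 1 or 7. The endothelial list was past it in each of the 13 fits (−1.72 to −1.29), and the fibroblast list failed without APOE3 replicate 4. The first principal component separated the genotypes in each of them, with differences from −35.0 to −25.6.

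Of the gene sets, cytosolic ribosomal proteins (median 0.20 to 0.31), complex I (0.14 to 0.21) and cholesterol (−0.38 to −0.25) stayed past the camera threshold in the 13 fits. Mitochondrial ribosomal proteins failed without APOE2 replicate 1 (adjusted p 0.0501) or APOE3 replicate 3 (0.152), and the cell cycle without APOE2 replicate 3 (0.0731), APOE3 replicate 2 (0.0961) or APOE3 replicate 3 (0.130). Mitochondrial ribosomal proteins also failed with equal totals (0.0645), the length and GC content trend removed (0.164) and the lung-epithelium covariate (0.126). The cell cycle also failed with the replicate block (0.0707), with replicates 1 to 5 unblocked (0.0571), with the leukocyte covariate (0.720) and with the lung-epithelium covariate (0.355). The aminoacyl-tRNA synthetases passed without APOE3 replicate 3 (0.0289), with equal totals (0.0456) and with a minimum mean of 50 (0.0480). Hypoxia and glycolysis passed with the leukocyte covariate (0.0244, median −0.27) and the lung-epithelium covariate (0.00637, median −0.33), and the interferon set with the leukocyte covariate (0.00659, median 0.32). The number of sets past the threshold was 1 under fry and 0 under camera with an estimated correlation (unadjusted p under 0.05 for complex I alone, 0.0378). Cytosolic ribosomal proteins, at a median of 0.27, had adjusted p-values of 0.0597 and 0.240 there, since both methods take account of genes that vary together. Under the 15 settings applied to sets other than leaving out a library, 15 of 165 values lost the threshold and 5 gained it.

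Directions that changed belonged to results that were not past the threshold, apart from the cell cycle set, whose median was −0.061 with the lung-epithelium covariate. With that covariate the unfolded protein set was at 0.082. The second principal component's difference was −0.817 with a minimum mean of 50. Over the fits that left out 1 library it ran from −4.07 to 11.5, the erythroid list from −0.071 to 0.61, translation factors from −0.0017 to 0.093, the unfolded protein set from −0.12 to 0.024 and Lrp6 from −0.23 to 0.044. The erythroid list changed sign without APOE3 replicate 1, translation factors without APOE3 replicate 2, the unfolded protein set and Lrp6 without APOE3 replicate 5, and the second component without APOE2 replicate 3.

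Of 517 values of the 26 named genes under other settings, 421 kept direction and side, 93 lost the threshold and 3 gained it. Of 338 values with 1 library left out, 97 lost it and 4 gained it, and 0 changed direction. Gstp1 and Sftpb kept their calls in each of the 13 fits. Outside them Gstp1 lost its call under limma without the trend (adjusted p 0.103) and with the epithelial covariate (0.109). The gene Sftpb lost it in 5 of 20 other settings: without a filter (0.0550), without the trend (0.118), with the robust fit (0.0552), with the leukocyte covariate (0.0836), and with the epithelial covariate (0.307), which has Sftpb among its genes and so shrinks its change by construction.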

Other observations

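The tests on gene sets with the length and GC content trend removed or with the lung-epithelium covariate, and both tests of the higher genes with endothelial markers and with equal totals, were chosen only after the result was seen. The remaining tests in this part were set down before their own result was known, although the patterns they address were noticed in these data, so the explanations are hypotheses.

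Of 1287 possible splits of the 13 libraries into 8 and 5, 100 were drawn, the real one included. Only 1 of the 100, the real split, gave as many as 98 genes past the threshold. The other 99 gave at most 16, and 96 of them gave 0. The number of gene sets was far less unusual: 24 of the 100 splits gave as many sets past the camera threshold. The same splits gave a camera p-value as small in 8 of 100 for cytosolic ribosomal proteins, 18 for mitochondrial ribosomal proteins, 4 for complex I, 14 for cholesterol and 35 for the cell cycle. In 63 of the 99 other splits the cytosolic ribosomal protein set had a camera p-value under 0.05. The preset correlation of 0.01 is far below the 0.330 estimated for this set, and the camera p-values of the report are therefore too small for sets whose genes vary together between libraries. Complex I alone fell under a share of 0.05, without correction over the sets, and 100 drawn splits cannot separate 4 from 8. Over all 1287 splits the set mean of complex I gave an exact permutation p of 0.00233 (adjusted over 11 sets 0.0256). That argues against an accident of grouping for this set. For cytosolic ribosomal proteins the same test gave 0.0124 (adjusted 0.0456).

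The genes lower in APOE2 hosts may reflect RNA of other lung cells carried through the sort. The hypothesis predicts that, within each genotype, these genes rise and fall with the markers of lung cells. For the 37 of them outside the marker lists, the median within-group correlation with the lung-epithelium marker mean was 0.25, at percentile 100 of 10000 random lists matched on expression (27 of 37 positive). With the endothelial mean the median was 0.35, also at percentile 100 (33 of 37 positive). Both are correlations across genes in 13 libraries, and genes are not independent replicates. Of these 37, the 20 that changed by more than 1 on the log2 scale had a median correlation with the epithelial mean of 0.45, and the 17 with smaller changes 0.16. The most abundant transcripts of alveolar epithelium moved together, with log2 fold changes of −2.74 for Sftpb, −2.32 for Sftpa1, −2.25 for Sftpd and −2.23 for Sftpc. Of the 13 tested genes of this list 2 were not lower, Foxj1 (log2 fold change 1.44, limma adjusted p = 0.391) and Scgb3a2, which had 29.8 ± 63.0 normalised counts (SD, n = 8) in APOE2 and 0 in each of the 5 APOE3 libraries, and the erythroid list, at a difference of 0.24, did not fall with the others. A lower share of tumour cells alone raises each foreign marker alike and so leaves the erythroid list unexplained. The marker lists are written from general knowledge, and some of their genes can be expressed by tumour cells. Whether a larger foreign share in APOE3 follows from fewer tumour cells in those lungs or from sorting was not tested.

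For the 51 genes higher in APOE2, dilution of tumour RNA by RNA of other lung cells in APOE3 libraries was weighed. Dilution lowers alike all genes that only tumour cells express. With equal library totals such genes would be higher in APOE2 by about as much as these 51, whose log2 fold changes began at 0.46. The median of all genes was −0.039, but it includes genes that other lung cells also express, so it cannot decide. The melanocyte lineage set, chosen for this after the result was seen, had a median of 0.043 with equal totals. That argues against dilution as the source of the 51. With equal totals 38 of the 51 were still past the threshold. Dilution allows this too, so that count does not bear on it. Within genotypes their median correlation was −0.05 with the epithelial mean (percentile 40.07 of matched random lists) and −0.11 with the endothelial mean (percentile 1.93). Dilution makes no prediction for these genes alone, so these values do not bear on it, and the relation with the endothelial mean is left without an explanation. A response of the tumour cells to the host allele stays among the open explanations and was not tested, since genotype is the only difference the design names.

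Short transcripts were slightly higher in APOE2. Across 12401 genes with a known length, the Spearman correlation of log2 fold change was −0.089 with length and −0.099 with GC content, across genes, which are not independent replicates. Genes of cytosolic ribosomal proteins and of complex I have a median transcript length of 704 bases, against 2087 for the genes tested, so RNA quality could shift both. With each library's trend on length and GC content removed, the set mean still differed for cytosolic ribosomal proteins (exact permutation p = 0.0210, difference 0.22) and for complex I (exact permutation p = 0.00544, difference 0.18), which argues against that trend as the whole cause. For cholesterol, whose median transcript length of 2050 bases is near that of all genes, 93.7% of the difference was left (−0.28 against −0.30), and camera stayed past the threshold (adjusted p = 2.21e-05), which argues against the trend as its whole cause too. The exact permutation p was 0.0653 with the trend removed. Before removal it was 0.0389, which did not pass the correction over 11 sets (0.0855).

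Epithelial RNA was also weighed as the source of the set shifts. With the lung-epithelium marker mean as a covariate, permutation of residuals over the 1287 splits gave p = 0.0311 for cytosolic ribosomal proteins (difference 0.31), p = 0.00233 for complex I (difference 0.25) and p = 0.00155 for cholesterol (difference −0.56), each in the original direction, which argues against it. For mitochondrial ribosomal proteins p was 0.140 by the same permutation, and for the cell cycle 0.825. Within the 8 APOE2 libraries cholesterol genes fell as epithelial markers rose, with a Pearson r of −0.836 (exact permutation p = 0.0113, adjusted over 7 relations 0.0792) and a Spearman rho of −0.833 (exact permutation p = 0.0154, adjusted 0.108). Without the 2 libraries farthest from the median, r was −0.793. This relation failed the correction, and it runs against the direction between groups, where APOE3 had more of both. For complex I, epithelial RNA, accidental grouping and the length trend as the whole cause were each argued against. A part played by that trend stays open. A response of metastatic cells to the host allele is a hypothesis that stays open too, as do differences in handling that the labels do not record. RNA of endothelial, fibroblast and smooth muscle cells stays open for every set as well. Both of those marker lists were lower in APOE2, and neither mean was used as a covariate for the sets. For cytosolic ribosomal proteins accidental grouping also stays open, with 8 of 100 splits as extreme by camera, although the set mean passed its exact permutation test (adjusted p = 0.0456).

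Mitochondrially encoded transcripts took 4.65% ± 0.28 of reads (SD, n = 8) in APOE2 and 5.44% ± 0.73 (SD, n = 5) in APOE3 (exact permutation p = 0.0171, adjusted over 4 measures 0.0342). The share was above every APOE2 library in 4 of 5 APOE3 libraries. This direction is opposite to that of the nuclear complex I genes. Xist had a mean log2 value of 6.10 ± 0.33 (SD, n = 8) in APOE2 and 6.95 ± 0.65 (SD, n = 5) in APOE3 (exact permutation p = 0.0117, adjusted 0.0342), and 3 of 5 APOE3 libraries exceeded each APOE2 library. The share of Gm42418 was 1.05% ± 0.52 (SD, n = 8) and 2.06% ± 1.24 (SD, n = 5), which did not pass the correction (exact permutation p = 0.0458, adjusted 0.0611). RNA of host cells might raise the first 2 measures. Within the 8 APOE2 libraries the correlation with epithelial markers was 0.224 for the mitochondrial share (exact permutation p = 0.593, Spearman rho 0.262) and 0.193 for Xist (exact permutation p = 0.645, Spearman rho 0.00). Without the 2 libraries farthest from the median, r was −0.086 and −0.589. With 8 libraries and little foreign RNA in this group, these relations cannot tell host-cell RNA from a change in the tumour cells. In the APOE3 group Xist was lowest in replicate 1 (65.3 normalised counts) and highest in replicate 5 (185). Those libraries also had the lowest and highest endothelial marker means of that group (5.07 and 6.80). The mitochondrial share ran otherwise, with its lowest APOE3 value in replicate 5 (4.30%). No test was made over these 5 libraries, so host-cell RNA stays a candidate for Xist and the sources cannot be told apart. The sex of the hosts is not in the labels.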
